A study of Mus musculus with 8 samples. Its data were reported in "Hepatic metabolic reprogramming in male mice during short-term caloric restriction involves enhanced glucocorticoid rhythms" (2025).

How the data were processed

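GR ChIP-seq peaks were analysed in 6 mouse liver libraries (ctrl., cal. res. and CORT, 2 each), together with 1 list of FOXO1 peaks from 2 merged cal. res. libraries. Samples were grouped by the titles in their labels. Per the methods of the study, the authors aligned reads to the mm10 genome with BWA, removed duplicates and multiply mapped reads with Picard and Bamtools, and called peaks with MACS2 in paired-end mode. GR peaks were called in each library on its own. The methods then have blacklisted regions removed from the peaks with bedtools and name no exception for FOXO1. The name of the FOXO1 list does not mark it as filtered, as the names of the GR lists do. Whether blacklisted regions were removed from it therefore stays open. The largest q-value in each deposited GR list lay between 0.0994 and 0.0998, and the largest in the FOXO1 list was 9.84e-06, so the lists differ in stringency. Whether an input library served as control was not stated. The deposited fold enrichment is a ratio of summit pileup to local background in that library, scaled by the caller, and is comparable only within a list. The deposited p-values and q-values are given as -log10 and come from the caller's Poisson model. From the FOXO1 list the position, fold enrichment and -log10 q were used, and 2 other value columns were not used.

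The mm10 coordinates were compared with the reference, GRCm38, whose chromosome 1 is 195471971 bp long. All peak ends on chromosomes 1 to 19, X and Y lay within the reference lengths. Genes were taken from the basic set of GENCODE release M21.

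Peaks were counted as rows of each list. For overlaps, rows with the same start and end, which are several summits of 1 region, were reduced to the summit with the highest fold enrichment. Intervals overlapped when they shared at least 1 bp. Regions of the 6 GR libraries were merged into sites, and a group held a site when both of its libraries had a peak there. The rule of the study also used read counts per range, which were not analysed here, so numbers of sites are not on the same footing. A promoter site had its centre within 1 kb of an annotated transcription start. Motifs were searched as IUPAC consensus strings on both strands in 200 bp around the summit of the higher-ranked library, on chromosomes 1 to 19, X and Y.

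Peak numbers (log2) and FOXO1 shares were compared with exact permutation tests over libraries. Site sets were compared with two-sided Fisher's exact tests, motifs with a Cochran-Mantel-Haenszel test over 5 strata of GC content with Benjamini-Hochberg adjustment over 10 motifs, and within-list ranks with permutation tests of 100000 resamples. Shares of a list carry exact (Clopper-Pearson) 95% binomial intervals. These site tests describe the libraries at hand, since sites are not replicate animals. Files with reads were not analysed here. In place of depth, the summit pileup and background of each GR peak with a -log10 p under 60 were rebuilt from its fold enrichment and p-value, under the model fold = (pileup + 1) / (background + 1) with a whole-number pileup. The lowest background of a list reflects its depth times fragment length. Peak number, and with it every overlap, moves with depth and enrichment, so analyses were repeated with 12458 regions per library, the size of the smallest list.

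The statistics were tested on simulated data first. The rebuilt pileup was right for 100% of 4372 simulated summits. In a simulation of 4000 sites in which GC content differed between sets and drove the motif, the stratified odds ratio had a median of 1.08 for a true value of 1 and 2.15 for a true value of 2, so a small part of a GC difference can remain in the motif odds ratios. A finer division into 20 strata was added for this reason, at the main settings only.

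Named loci followed 2 rules fixed before the data were examined: 8 genes (Cry1, Bcl2l1, Ppargc1a, Foxo1, Per1, Fkbp5, Tsc22d3 and Angptl4) with sites centred within 50 kb of the gene start, and the 3 sites of each class with the highest mean within-list percentile. Alternatives fixed at the same time were q of at most 0.01 or 1e-05, an equal number of regions per library, distinct regions, a fold enrichment of at least 5, overlap of 50% of the smaller interval, sites held by either library, sites of at most 1000 bp, only-sites with no peak in any other-group library, the stronger 50% of FOXO1 peaks, ranks by p-value, summits within 100 bp, a motif window of 100 bp, no GC strata, reversed consensus strings, a 3 kb promoter window, the replicate number as a block, a single name series, and leaving out each library. Analyses used Python 3.11.15, NumPy 2.4.6, pandas 2.3.3, SciPy 1.17.1, statsmodels 0.14.6, pysam 0.24.0 and matplotlib 3.10.9.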

Results

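Chromatin immunoprecipitation followed by sequencing (ChIP-seq) was used to map where the glucocorticoid receptor (GR), a hormone-activated transcription factor, sat on chromatin in the liver of C57BL/6J mice. The GR data comprised 6 libraries in 3 groups of 2. The control mice (ctrl.) were fed during the night, the second group was calorically restricted (cal. res.), and the third was fed at night and given corticosterone (CORT), the main glucocorticoid hormone of mice. A further peak list came from 2 libraries of calorically restricted livers precipitated for the forkhead transcription factor FOXO1, which the authors merged before calling peaks, so that it carries no replicate spread. Each GR list held the peaks of 1 library, each with the fold enrichment, p-value and q-value that the authors' peak caller gave it. Read totals were not analysed here. The background pileup rebuilt from each list, a stand-in for depth, was 1.34 and 2.12 fragments in ctrl. replicates 1 and 2, 1.86 and 1.99 in cal. res., and 0.806 and 1.80 in CORT. The shortest peak of each list, which the caller ties to fragment length, lay between 209 and 251 bp.

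The names of the libraries followed 2 styles, called series A and series B here. Series A held ctrl. replicate 2 and both cal. res. libraries. Series B held ctrl. replicate 1 and both CORT libraries. The labels do not say whether a style marks a batch. All cal. res. libraries were in one series and all CORT libraries in the other, so series and group cannot be told apart in any direct comparison of cal. res. with CORT. Only the ctrl. group had a library in each.

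The first question was whether the groups with raised glucocorticoid levels carried more GR peaks than ctrl. The ctrl. lists held 41400 and 13667 peaks, the cal. res. lists 24915 and 20444, and the CORT lists 33451 and 48060. The ctrl. replicates differed 3.03-fold, against 1.22-fold for cal. res. and 1.44-fold for CORT. Peak number did not separate the groups beyond the replicate spread (exact permutation test over 15 groupings, p = 0.533; the smallest p this design allows is 0.0667). The geometric mean of the cal. res. lists was 0.949 times that of ctrl. (two-sided exact permutation test, p = 1), and that of the CORT lists was 1.69 times that of ctrl. (exact permutation p = 0.667). With 2 libraries against 2, p cannot fall below 0.333. Both ratios rested on which ctrl. library was used. Without ctrl. replicate 1 the ratios were 1.65 for cal. res. and 2.93 for CORT, and without ctrl. replicate 2 they were 0.545 and 0.968. Within series A, both cal. res. lists were longer than the ctrl. list of 13667 peaks. Within series B, 1 CORT list was longer and 1 was shorter than the ctrl. list of 41400 peaks. No test was run within a series, since each held 1 ctrl. library, and no joint fit of group and series was made.

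**Figure D1:**
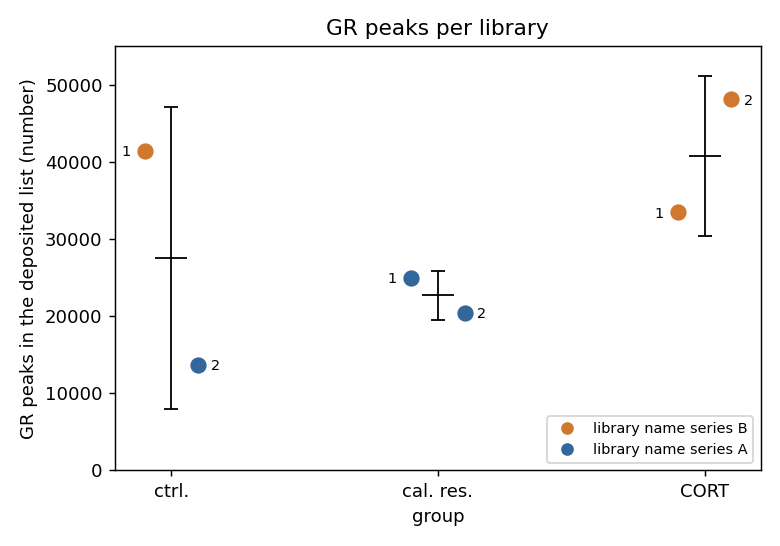
GR peaks in each deposited list (number, vertical axis) by group (horizontal axis). Points are libraries, numbered by replicate and coloured by library name series, and the black line and bars are the mean and SD of 2 libraries. The ctrl. lists of 41400 and 13667 peaks enclose both cal. res. lists.

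Replicate concordance was measured as the Jaccard index, the bases covered by both lists divided by the bases covered by either. It was 0.228 between the ctrl. replicates, 0.504 between the cal. res. replicates and 0.426 between the CORT replicates. The mean within groups was 0.386 and the mean between groups was 0.349 (exact permutation over 15 pairings, one-sided p = 0.267). Longer lists cover more of the genome, so the index was also computed on the 12458 regions with the smallest p-values in each library. The values were then 0.328 for ctrl., 0.538 for cal. res. and 0.451 for CORT (exact permutation p = 0.133). On this footing ctrl. replicate 1 had an index of 0.447 and 0.436 with the CORT libraries of its own series and 0.412 and 0.418 with the cal. res. libraries, all above its index with ctrl. replicate 2. The share of summits within 100 bp gave the other order. For ctrl. replicate 1 it was 0.6005 and 0.6103 with the CORT libraries and 0.6223 and 0.6136 with the cal. res. libraries. With ctrl. replicate 2 it was 0.4896.

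**Figure D2:**
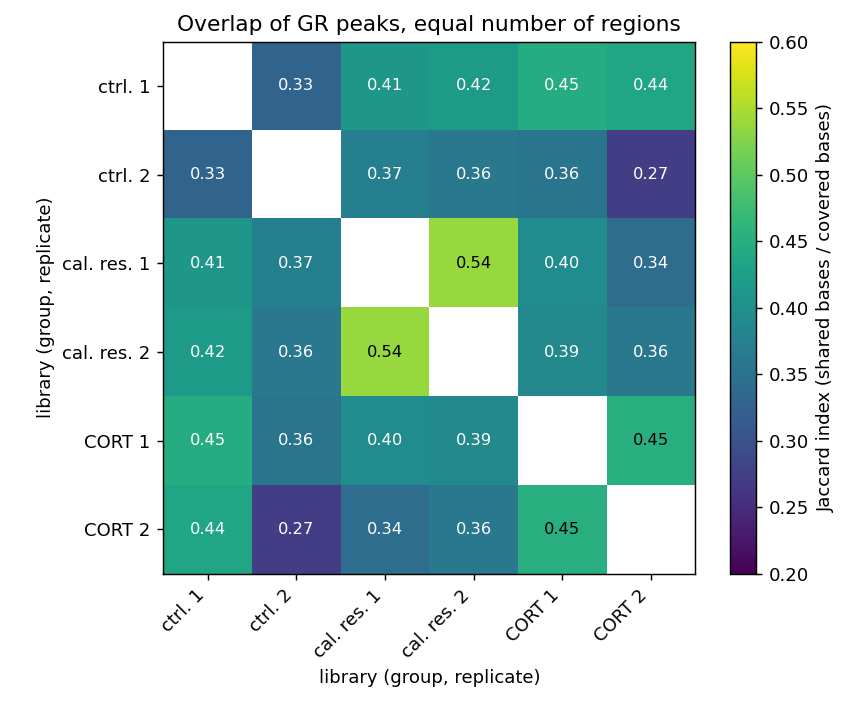
Jaccard index between each pair of GR libraries (rows and columns, group and replicate), computed on 12458 regions per library; the colour scale runs from low (dark) to high (light). The cal. res. pair has an index of 0.538, and the ctrl. pair, at 0.328, shares less than either ctrl. library does with the cal. res. libraries.

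Overlapping regions of the 6 libraries were merged into 51431 sites, and a group was taken to hold a site when both of its libraries had a peak there. By this rule ctrl. held 10996 sites, cal. res. 14354 and CORT 22464, and 8097 sites were held by all 3 groups. Of the ctrl. sites, 10276 (93.5%) were also held by cal. res. or CORT, a share that was 86.1% when every library contributed 12458 regions. Relative to ctrl., 5923 sites were gained in cal. res. and 12522 in CORT. Most of these gains already had a peak in ctrl. replicate 1, which was present at 5435 (91.8%) of the cal. res. gains and 10145 (81.0%) of the CORT gains. A peak in ctrl. replicate 2 was present at 55 and 174 of them. Gained sites with no peak in either ctrl. library numbered 433 (7.31%) in cal. res. and 2203 (17.6%) in CORT. When every library contributed 12458 regions, the gains were 3417 in cal. res. and 3261 in CORT, so the larger number in CORT was not kept. Without ctrl. replicate 2, when the remaining ctrl. library alone defined the ctrl. sites, ctrl. held 34786 sites, all 3 groups shared 12543, and the gains were 490 in cal. res. and 2378 in CORT. Without CORT replicate 1 the CORT sites numbered 38118 and the CORT gains 27681, and without cal. res. replicate 2 the cal. res. gains numbered 11021. Within series A, 5868 cal. res. sites (40.9%) had no peak in ctrl. replicate 2. Within series B, 2377 CORT sites (10.6%) had no peak in ctrl. replicate 1. With 12458 regions per library these numbers were 2817 (30.9%) for cal. res. and 1771 (19.6%) for CORT, so the gap narrowed.

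Sites held by cal. res. and by neither other group (cal. res.-only) numbered 1229, and CORT-only sites numbered 7828. Under the group rule an absent group may still have a peak in 1 library. Among the cal. res.-only sites, 80.6% had a peak in ctrl. replicate 1 and 72.7% had one in CORT replicate 2. Only-sites with no peak in any of the 4 other libraries numbered 61 for cal. res. and 1563 for CORT. The number of cal. res.-only sites was 241 without ctrl. replicate 2, 338 without CORT replicate 1, 2891 without cal. res. replicate 1 and 3926 without cal. res. replicate 2. The number of CORT-only sites was 2129 without ctrl. replicate 2, 22062 without CORT replicate 1 and 12973 without CORT replicate 2.

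The FOXO1 list was then used to ask how far GR and FOXO1 occupy the same places under caloric restriction. It held 8394 peaks in 8068 distinct regions. Of these regions, 6134 (76.0%, exact 95% binomial interval 75.1 to 77.0) overlapped a cal. res. site by at least 1 bp, 4852 (60.1%, 59.1 to 61.2) a ctrl. site and 6566 (81.4%, 80.5 to 82.2) a CORT site. These intervals cover counting error only. The order followed the number of sites in part: with 12458 regions per library the shares were 64.3% for cal. res., 54.0% for ctrl. and 58.1% for CORT.

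Seen from the GR lists, 19.03% and 36.9% of ctrl. regions overlapped FOXO1, against 28.9% and 32.7% in cal. res. and 22.0% and 17.3% in CORT. The means were 27.97% ± 12.6 (SD, n = 2) in ctrl., 30.8% ± 2.63 (SD, n = 2) in cal. res. and 19.7% ± 3.32 (SD, n = 2) in CORT. The cal. res. mean was 11.1 percentage points above CORT (exact permutation p = 0.333, the smallest possible) and 2.83 points above ctrl. (exact permutation p = 1). With all regions, the second difference changed sign with the ctrl. library used: it was -6.11 points without ctrl. replicate 1 and 11.8 points without ctrl. replicate 2. With an equal number of regions per library the shares were 41.9% and 36.9% in ctrl., 43.9% and 43.4% in cal. res., and 39.2% and 39.8% in CORT, so that the cal. res. mean was 4.12 points above CORT (exact permutation p = 0.333) and 4.23 points above ctrl. (exact permutation p = 0.333), with both cal. res. libraries above the other 4. Within series B, both CORT libraries then lay below the ctrl. library.

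**Figure D3:**
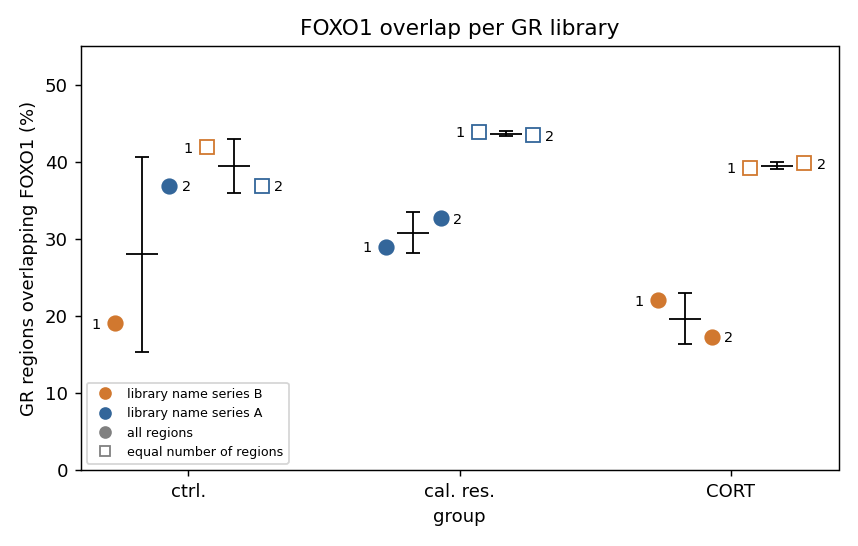
Share of GR regions that overlap a FOXO1 region (%, vertical axis) by group. Filled circles use all regions and open squares use 12458 regions per library; points are numbered by replicate and coloured by library name series, and the lines and bars are the mean and SD of 2 libraries. The gap of 11.1 points between cal. res. and CORT narrows to 4.12 points with an equal number of regions.

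Fold enrichment is the authors' value for each peak and was used here to rank peaks within a list. It also entered the rebuilt pileup and background, and the alternative that set a minimum fold enrichment. In all 6 GR libraries the regions that overlapped FOXO1 ranked higher. The difference of median within-list percentiles was 41.9 and 29.9 points in ctrl., 38.6 and 37.8 in cal. res. and 38.3 and 41.6 in CORT (permutation test with 100000 resamples in each library, p = 1e-05, the smallest they can give). Peaks of one library are not biological replicates, so the repetition of the direction in 6 of 6 libraries carries more weight than these p-values. The order was the same in ctrl. and CORT livers, although FOXO1 itself was mapped only in cal. res. livers.

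FOXO1 overlap also differed between the group-specific site sets. It was found at 223 of 1229 cal. res.-only sites (18.1%) and at 504 of 7828 CORT-only sites (6.44%), an odds ratio of 3.22 (two-sided Fisher's exact test over sites, p = 3.83e-36). At sites held by all 3 groups, which were more often over 1000 bp long, the share was 50.7%. The odds ratio was 2.89 with an equal number of regions per library, and it ranged from 1.91 to 4.65 when each library was left out in turn, the lowest value coming without cal. res. replicate 1. This test compares sites of these libraries, and the comparison runs across the library name series. FOXO1 was mapped only in cal. res. livers, so FOXO1 bound only in CORT livers could not be counted. That design favours the cal. res.-only sites, and the size of its effect was not tested.

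The sequence within 200 bp windows centred on the summits of cal. res.-only and CORT-only sites was searched for 10 consensus motifs, to ask which other factors could bind there, with the sites stratified by GC content. Mean GC content was 48.6% in cal. res.-only and 51.5% in CORT-only windows. After Benjamini-Hochberg adjustment over the 10 motifs in a Cochran-Mantel-Haenszel test, 7 motifs differed. The STAT motif was less frequent in cal. res.-only sites, 2.03% against 6.99% (odds ratio 0.239, 95% interval 0.159 to 0.358, adjusted p = 4.90e-13; n = 1229 and 7827 sites). The FOX motif was more frequent there, 22.5% against 13.8% (odds ratio 1.46, 1.26 to 1.71, adjusted p = 3.26e-06; n = 1229 and 7827 sites), a difference that did not pass the threshold when a group held a site through either library (odds ratio 1.16, adjusted p = 0.0649). The HNF4 motif had an odds ratio of 1.86 (adjusted p = 4.06e-07), the palindromic glucocorticoid response element (GRE) 2.11 (adjusted p = 0.00261), the PPAR DR1 element 2.80 (adjusted p = 0.000937) and the C/EBP motif 1.39 (adjusted p = 0.00160), with n = 1229 and 7827 sites throughout. The short GR hexamer, AGAACA, had an odds ratio of 1.18 (adjusted p = 0.0477, n = 1229 and 7827 sites), which was 0.834 without CORT replicate 1 and 0.858 without ctrl. replicate 2. The E-box (1.31), ETS (0.684) and IRF (0.726) motifs did not pass the threshold of 0.05 at these settings. The E-box passed it under 4 alternatives: an equal number of regions per library (1.99), overlap of 50% of the smaller interval (1.37), either library (1.51) and gains within each name series (1.55). ETS passed it under 3: overlap of 50% (0.634), no GC strata (0.401) and gains within each name series (0.685). With an equal number of regions, 6 motifs passed. STAT (0.437), FOX (1.61), HNF4 (1.78), PPAR DR1 (6.26) and C/EBP (1.44) were among them, while GRE (1.73, adjusted p = 0.0636) and the GR hexamer (1.19, adjusted p = 0.0636) were not, with n = 1928 and 1771 sites. The STAT odds ratio was 0.880 without CORT replicate 1, 0.427 without cal. res. replicate 2 and 0.134 without CORT replicate 2. When a library is left out, the other library of its group alone defines the sites. Without CORT replicate 1 the CORT-only sites rose from 7828 to 22062. The part of that library in the STAT difference cannot be told apart from this change of rule. Leaving out ctrl. replicate 2 raised the odds ratio of GRE to 3.53, of PPAR DR1 to 5.36 and of C/EBP to 2.21, and leaving out CORT replicate 2 raised that of GRE to 3.40. Leaving out cal. res. replicate 1 lowered the odds ratio of C/EBP to 1.11, of FOX to 1.18 and of HNF4 to 1.46. Without CORT replicate 1 that of FOX rose to 1.92. The GRE difference had the other direction, with an odds ratio of 0.803 (adjusted p = 0.286, n = 5658 and 2167 sites), when gains were defined within each name series with the sites gained in both left out, a definition chosen after seeing the data that sets CORT against 36234 ctrl. regions and cal. res. against 12458.

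**Figure D4:**
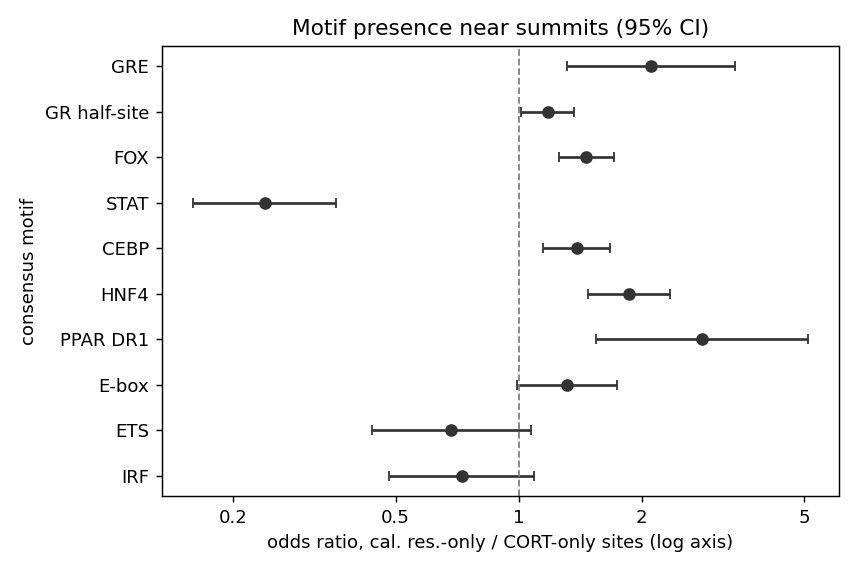
Odds ratio of motif presence in cal. res.-only relative to CORT-only sites (horizontal log axis) for 10 consensus motifs (vertical axis), over 5 strata of GC content; points are the common odds ratio and bars its 95% interval, and the dashed line is at 1. STAT lies at 0.239, below 1, while FOX at 1.46 and HNF4 at 1.86 lie above it.

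The position of sites relative to genes was compared last. A transcription start lay within 1 kb of the centre of 186 of 1229 cal. res.-only sites (15.1%) and 2528 of 7828 CORT-only sites (32.3%), an odds ratio of 0.374 (Fisher's exact test, p = 7.28e-38). The difference was larger with an equal number of regions per library, at 0.141 (Fisher's exact test, p = 1.04e-148), and with q of at most 1e-05, at 0.195. Its direction was not kept without CORT replicate 1, where the odds ratio was 1.47. The CORT sites then rested on replicate 2 alone, so the library and the looser rule cannot be told apart. Gains defined within each name series, chosen after seeing the data, gave 0.831, with the same unequal ctrl. lists. It was 0.537 (Fisher's exact test, p = 0.113) for only-sites with no peak in any library of the other groups. Of the sites held by all 3 groups, 38.0% lay at a transcription start.

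The loci of 8 genes fixed before the data were examined were inspected for sites centred within 50 kb of the start of the gene, in mm10 coordinates. At Cry1 (ENSMUSG00000020038.10, chromosome 10, 85131700 to 85185064, minus strand), a clock gene, cal. res. held 3 of 5 sites, ctrl. 2 and CORT 4. A site at 85189806 to 85190919, in intergenic sequence 5.30 kb upstream of the start, was held by all 3 groups and overlapped FOXO1. Its peaks stood at percentile 97.6 and 56.3 of the ctrl. lists, 88.2 and 94.4 of the cal. res. lists and 92.4 and 93.3 of the CORT lists. An intronic Cry1 site at 85161717 to 85162255 was held by cal. res. and CORT and had no peak in either ctrl. library; this and the other single sites at these loci were picked out after their values were seen. At Bcl2l1 (ENSMUSG00000007659.18, chromosome 2, 152780668 to 152831728, minus strand), which encodes a regulator of apoptosis, ctrl. held 3 of 20 sites, cal. res. 8 and CORT 11. Of the 5 Bcl2l1 sites gained in cal. res., 4 had a peak in ctrl. replicate 1. An intronic Bcl2l1 site at 152805176 to 152806849 was held by all groups, overlapped FOXO1 and stood above percentile 88.0 in every list. At Ppargc1a (ENSMUSG00000029167.13, chromosome 5, 51454250 to 51567726, minus strand), which encodes a transcriptional coactivator, ctrl. held 3 of 11 sites, and cal. res. and CORT held 4 each. An intronic Ppargc1a site at 51536880 to 51538085 was held by all groups and overlapped FOXO1. At Foxo1 itself (ENSMUSG00000044167.6, chromosome 3, 52268336 to 52353221, plus strand), ctrl. and CORT held 2 of 9 sites and cal. res. held 1, an intronic site at 52290506 to 52291434 that overlapped FOXO1. In the windows around the known GR targets Per1, Fkbp5, Tsc22d3 and Angptl4, ctrl. held 2, 3, 2 and 4 sites, cal. res. 2, 6, 3 and 5, and CORT 9, 9, 4 and 9. These counts go by distance only. Many of the CORT sites lay nearest to another gene, such as Borcs6, Tmem107 or Hes7 in the Per1 window and Rab11b or Kank3 in the Angptl4 window. With an equal number of regions per library, CORT held 2, 7, 0 and 5 sites at these 4 loci, cal. res. 1, 5, 2 and 3, and ctrl. 2, 2, 2 and 4. On that footing CORT held 1 site at Cry1, 6 at Bcl2l1, 1 at Ppargc1a and 2 at Foxo1, against 2, 6, 4 and 1 in cal. res. and 2, 3, 2 and 1 in ctrl. The cal. res. gains at Fkbp5 (3), Tsc22d3 (2) and Angptl4 (2) all had a peak in ctrl. replicate 1, and Per1 had no cal. res. gain.

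The strongest sites of each class were named by a rule fixed before the data were examined, the mean within-list percentile over the libraries that define the class. Among cal. res.-only sites with no peak in the other 4 libraries, the highest lay in an intron of Fry (chromosome 5, 150468455 to 150468752; percentile 72.0 ± 4.202, SD, n = 2). The next were intergenic, on chromosome 2 (50690192 to 50690488; 71.2 ± 10.2, SD, n = 2) and on chromosome 9 (51252561 to 51252945; 69.5 ± 0.917, SD, n = 2), the latter 25.8 kb from the start of Colca2. CORT-only sites with no peak elsewhere reached higher ranks, but there were 1563 of them against 61, and the top of a larger set tends to rank higher. The first was intergenic, 28.7 kb from Chaf1b (chromosome 16, 93911972 to 93913286; 98.5 ± 1.51, SD, n = 2). The second lay in an intron of Fkbp5 (chromosome 17, 28497948 to 28498603; 96.5 ± 2.67, SD, n = 2), and the third was intergenic on chromosome 13 (52072083 to 52072676; 95.6 ± 3.76, SD, n = 2). None of these 6 sites overlapped FOXO1. The 3 highest sites held by all groups, 1 in an intron of Klf13 (chromosome 7, 63894629 to 63898994) and 2 intergenic, on chromosome 2 (167841323 to 167845348) and chromosome 4 (150684480 to 150688121), all overlapped FOXO1.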

Values the study reported

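The study reported about 6,400 GR sites gained with caloric restriction and about 8,000 gained with corticosterone. It stated that 97% of the sites bound in control livers were also occupied in the other groups. For its motif comparison it used about 1594 sites specific to caloric restriction and about 3157 specific to corticosterone. It identified 7732 FOXO1 sites, of which 5723 (74%) were shared with GR in calorically restricted livers.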

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

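Alternatives marked as added below (gains within each name series, 20 GC strata, an equal number of regions with either library, and the strict only-sites for promoters) were chosen after seeing the data. The tests of peak number and of FOXO1 share per library come from a design too small to pass the threshold, so their p-values say nothing about stability. The cal. res. to ctrl. ratio changed side, to 1.10 with q of at most 1e-05 and to 1.10 with a fold enrichment of at least 5, and it was 1.496 between ctrl. replicate 2 and cal. res. replicate 2 of series A. Across fits that each left out one replicate it ran from 0.545 to 1.65, and the CORT to ctrl. ratio from 0.968 to 2.93, the extremes coming from leaving out a ctrl. library. With the replicate number as a replicate block, peak number across groups had an exact permutation p of 0.667, the ratios stayed at 0.949 and 1.69, and the FOXO1 share differences at 2.83 and 11.1 points (exact permutation p of 1 and 0.5); the labels do not say that a number marks shared animals or days, and with 2 numbers the pairing cannot be checked.

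Numbers of sites depended strongly on the settings. With q of at most 1e-05 there were 5259 ctrl., 9154 cal. res., 14608 CORT and 4003 shared sites. With an equal number of regions cal. res. held 9112, CORT 9044 and all groups 4836 sites, gains were 3417 and 3261, and only-sites 1928 and 1772 for cal. res. and CORT. Counting a site when either library had a peak gave 35264, 23727 and 43048 sites for ctrl., cal. res. and CORT, 20126 shared sites, 2856 cal. res. gains and 13311 CORT-only sites. Sites of at most 1000 bp numbered 5278, 7979 and 14286, with 3203 shared. With an equal number and either library (added), gains were 3225 and 3531 and only-sites 1917 and 2223. Across the fits that each left out one replicate, sites ran from 10997 to 34786 in ctrl. and from 22465 to 38118 in CORT, shared sites from 8153 to 12543, gains from 490 to 11021 in cal. res. and from 2378 to 27681 in CORT, cal. res.-only sites from 241 to 3926 and CORT-only sites from 2129 to 22062. The lowest gains came without ctrl. replicate 2, when ctrl. rested on replicate 1.

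The share of FOXO1 regions at ctrl., cal. res. and CORT sites was 56.6%, 74.2% and 79.8% with q of at most 0.01, 40.8%, 64.5% and 71.2% with 1e-05, 54.0%, 64.3% and 58.1% with an equal number, 89.5%, 86.7% and 91.1% with either library, and 69.1%, 82.7% and 85.7% for the stronger 50% of FOXO1 peaks. Leaving out one replicate of the group gave 60.4% to 89.1%, 78.9% to 83.9% and 83.5% to 88.7%. Gains within each name series (added) are set against ctrl. lists of unequal length, which cover 88.7% (replicate 1, for CORT) and 57.9% (replicate 2, for cal. res.) of the FOXO1 regions, so the FOXO1 odds ratio under that definition is in large part set by it and is not used. Under the other alternatives run the FOXO1 odds ratio stayed above 1, from 1.91 to 4.65 over the fits without one replicate, and the rank difference stayed positive in all 6 libraries.

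The promoter odds ratio was 0.537 (Fisher's exact test, p = 0.113) for strict only-sites (added) and ran from 0.323 to 1.47 over the fits without one replicate, crossing 1 only without CORT replicate 1. It was further from 1 with an equal number of regions (0.141) and with q of at most 1e-05 (0.195), and nearer with either library (0.709). The number of motifs past the threshold fell from 7 to 2 for strict only-sites, which left 61 cal. res. sites, and to 0 with reversed consensus strings, a control for base composition. With those strings odds ratios changed side for GRE (0.990), the GR hexamer (0.990), STAT (1.12), HNF4 (0.412), E-box (0.960) and ETS (1.20). Other changes of side were GRE at 0.803 for gains within each name series (added), HNF4 at 0.891 and IRF at 1.04 for strict only-sites, ETS at 1.002 and IRF at 1.17 for either library, and the GR hexamer, which ran from 0.834 to 1.29 over the fits without one replicate. GRE and the GR hexamer lost the threshold with an equal number of regions, at 1.73 and 1.19, C/EBP lost it with q of at most 1e-05 (1.22) and with either library (1.15), FOX (1.16) and the GR hexamer (1.04) lost it with either library, the GR hexamer also for gains within each name series (1.01, added), and PPAR DR1 with 100 bp windows (1.98). For strict only-sites STAT lay short of it at 0.130, and the motifs that passed were GRE (7.04) and FOX (2.41). With 20 GC strata (added) 7 motifs passed, with odds ratios of 0.238 for STAT, 1.45 for FOX, 1.88 for HNF4 and 2.12 for GRE, so the finer strata moved these little. Except where given, the cause was not tested. Apart from the changes of side given above, 46 values of single motifs, loci and sites were labelled moved, 13 weaker, 7 stronger and 188 the same. The last label does not mean an equal value. It covers GRE at 2.11 and, for strict only-sites, 7.04, and PPAR DR1 at 2.80 and, with an equal number of regions, 6.26. PPAR DR1 gave no value for strict only-sites and reversed strings, where too few sites carried it, and CORT had no library in the series of ctrl. replicate 2.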

Other observations

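The ctrl. replicate tests of the GRE, GR hexamer, C/EBP, HNF4 and PPAR DR1 motifs were chosen only after the result was seen; the other tests in this part were set out before their results, though the patterns they bear on had been noticed in the same data. The list of ctrl. replicate 1 held more peaks than those of ctrl. replicate 2 and of both cal. res. libraries. Greater sequencing depth is argued against: the rebuilt background pileup of ctrl. replicate 1 was 0.631 times that of replicate 2, and the shortest peaks, 251 and 229 bp, leave little room for a difference in fragment length. A batch effect that follows the library name series stays open. At an equal number of regions, ctrl. replicate 1 had a Jaccard index with the CORT libraries of its series 1.34 times its index with ctrl. replicate 2. That ratio is also what a weak immunoprecipitation in ctrl. replicate 2 could give, since ctrl. replicate 1 was closer to the cal. res. libraries too. By the share of summits within 100 bp, ctrl. replicate 1 was closer to both cal. res. libraries than to either CORT library. The closeness to its own series therefore depended on the measure. A wrong label on ctrl. replicate 1 cannot be told apart from a batch effect or a weak immunoprecipitation. The mean Jaccard index of ctrl. replicate 1 with the CORT libraries was 0.980 times their index with each other, close to 1 but below it. A difference in glucocorticoid level between the ctrl. animals was not tested.

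The consequence for the gained sites is large. Of the cal. res. gains, 91.8% had a peak in ctrl. replicate 1 and 0.929% in ctrl. replicate 2. The gain is therefore a statement about ctrl. replicate 2 at most of these sites.

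The number of CORT gains here was 12522. That is higher than the value quoted from the study above. CORT-only sites numbered 7828. That is higher than the value quoted from the study above. With an equal number of regions per library, the CORT gains numbered 3261 and the CORT-only sites 1772. Both are then lower than the values quoted from the study above. The cal. res. gains numbered 5923 and the cal. res.-only sites 1229. Both are lower than the values quoted from the study above, by a smaller factor. The cal. res. gains numbered 3417 with an equal number of regions per library. That is lower than the value quoted from the study above. The cal. res.-only sites numbered 1928 on that footing. That is higher than the value quoted from the study above. The rule of the study took peaks, read counts or both into account, and the effect of that rule was not tested.

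The higher share of FOXO1 overlap in cal. res. than in CORT lists was in part a matter of list length, since the difference of 11.1 points fell to 4.12 points at an equal number of regions. List length as the whole reason is argued against by the same value, because both cal. res. libraries stayed above both CORT libraries. Within-list percentile did not account for the stronger FOXO1 overlap of cal. res.-only sites: over 5 strata of its mean the common odds ratio was 3.49 (p = 1.03e-49, n = 1229 and 7828 sites), and cal. res.-only sites had a lower median percentile (36.2) than CORT-only sites (41.4). The lists held 22707 and 18747 regions in cal. res. against 29473 and 39136 in CORT, so an equal percentile is not an equal strength. Site strength therefore stays open as a reason. FOXO1 was mapped only in cal. res. livers, so FOXO1 bound only in CORT livers could not enter either comparison.

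Whether the contrasts between cal. res.-only and CORT-only sites follow the library name series was examined in the ctrl. group, at an equal number of regions, by setting 3815 sites with a peak in ctrl. replicate 2 alone (series A) against 4434 with a peak in replicate 1 alone (series B). Of 12 measures (FOXO1 overlap, promoters and 10 motifs), 10 came out on the other side of 1 from the cal. res.-only against CORT-only contrast and 2 on the same side. The odds ratio was 0.434 for FOXO1 overlap (p = 8.52e-49), 0.818 for the FOX motif (p = 0.00284), 4.05 for the STAT motif (p = 8.29e-44) and 5.65 for promoters (p = 5.60e-282), with n = 3815 and 4434 sites. It was 0.691 for HNF4, 0.887 for C/EBP and 0.794 for PPAR DR1, also on the other side. GRE was on the same side, with an odds ratio of 1.87 (p = 0.0167, not adjusted over the 12 measures, n = 3815 and 4434 sites). Its motif was found at only 0.813% and 0.609% of these sites, so few sites decide that value. A series effect on GRE stays open. The GR hexamer was at 1.02, too near 1 to decide. For the measures on the other side, a series effect acting alike in every group would have given the same side, had nothing else differed. The 12458 regions were, however, the whole list of ctrl. replicate 2 and only the strongest part of the 36234 regions of replicate 1. The contrast thus also sets peaks of unlike stringency against each other, and its side argues neither for nor against a series effect. All of this also rests on 1 ctrl. library per series. Cal. res. and CORT lie in different series throughout, so the series and the treatment cannot be told apart for these contrasts. At the same equal number of regions, the cal. res.-only against CORT-only odds ratio was 0.437 for STAT and 0.141 for promoters, so the ctrl. replicates were further apart in STAT motif content and less far apart in promoter content than these site sets. A hypothesis that such contrasts may reflect library quality as well as treatment would need further libraries.

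FOXO1 overlap rose with the number of GR libraries that had a peak at a site, from 1.36% of 19242 sites with a peak in 1 library to 50.7% of 8097 sites with a peak in all 6. Site width was not controlled for, and a wider site meets a FOXO1 region more easily. Only 3203 of the 8097 sites were at most 1000 bp long, against 1150 of the 1229 cal. res.-only sites and 6565 of the 7828 CORT-only sites. Of the FOXO1 regions, 520 (6.45%) overlapped no GR peak of any library.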
